# A general framework for optimization of probes for gene expression microarray and its application to the fungus *Podospora anserina*

**DOI:** 10.1186/1756-0500-3-171

**Published:** 2010-06-18

**Authors:** Frédérique Bidard, Sandrine Imbeaud, Nancie Reymond, Olivier Lespinet, Philippe Silar, Corinne Clavé, Hervé Delacroix, Véronique Berteaux-Lecellier, Robert Debuchy

## Abstract

**Background:**

The development of new microarray technologies makes custom long oligonucleotide arrays affordable for many experimental applications, notably gene expression analyses. Reliable results depend on probe design quality and selection. Probe design strategy should cope with the limited accuracy of *de novo *gene prediction programs, and annotation up-dating. We present a novel *in silico *procedure which addresses these issues and includes experimental screening, as an empirical approach is the best strategy to identify optimal probes in the *in silico *outcome.

**Findings:**

We used four criteria for *in silico *probe selection: cross-hybridization, hairpin stability, probe location relative to coding sequence end and intron position. This latter criterion is critical when exon-intron gene structure predictions for intron-rich genes are inaccurate. For each coding sequence (CDS), we selected a sub-set of four probes. These probes were included in a test microarray, which was used to evaluate the hybridization behavior of each probe. The best probe for each CDS was selected according to three experimental criteria: signal-to-noise ratio, signal reproducibility, and representative signal intensities. This procedure was applied for the development of a gene expression Agilent platform for the filamentous fungus *Podospora anserina *and the selection of a single 60-mer probe for each of the 10,556 *P. anserina *CDS.

**Conclusions:**

A reliable gene expression microarray version based on the Agilent 44K platform was developed with four spot replicates of each probe to increase statistical significance of analysis.

## Findings

Development of a gene expression microarray comprises several time-consuming and complex steps. Probe libraries are generated by commercial services or specialized design programs [1], which analyze nucleic acid physical parameters to identify probes that offer the best theoretical characteristics, in terms of specificity and sensitivity. Optimal probe design is a compromise between these two latter features, which are predicted by computational methods that assume probes are in solution, while arrays, in fact, consist of surface-immobilized probes. Therefore an empirical approach appears as the optimal strategy to assess the quality of the probe design outcome [2-4]. This experimental step has been long overlooked, due to microarray cost and reluctance to modify a fixed design. *In situ *synthesized oligomer arrays now offer great flexibility for changing probes, thus promoting the addition of real hybridizations in the probe selection process. Probe design should also take into account uncertainties of gene structure predictions [5,6] and genome databases re-annotations. Informatics tools allowing probe collection updating are available [7] but we are not aware of any established methods for dealing with potential annotation errors.

We chose medium length probes (60mers), which offer the best compromise between long oligonucleotide probes (50-80mers) prone to cross-hybridization [8,9] and short oligonucleotide probes (25-30mers) producing low signal intensity [10]. We used an ink-jet Agilent microarray platform and Agilent commercial service for designing probes. It delivers up to ten candidate probes per coding sequence (CDS). A single 60-mer probe can successfully detect gene expression at a low level [8]. We present computational and experimental processes to identify the optimal probe for each CDS.

### Computational selection of probes

The computational procedure selected a subset of four probes to be experimentally tested. The probe set was ranked automatically according to the following four criteria:

(1) Cross-hybridization capacity for non-target sequences. Each probe was aligned against the whole set of CDS using BLAST [11] with custom parameters (W = 7, z = 1 000 000, r = 2). These parameters were estimated from simulated data sets to detect a minimal identity of 70% on 20 contiguous bases [12]. A cross-hybridization identity (CHI) score was attributed to each probe, based on its identity with any non-target CDS (Table 1).

**Table 1:** Scores for *in silico *selection.

Criteria	Measure	Score values per criterion			
		
		0	1	4	20
CHI	% identity	60%	61- 84%	≥ 85%	NA^a^

Self-folding structure	ΔG	> -8 kcal/mol	≤ -8 kcal/mol	NA^a^	NA^a^

Probe position in CDS	Nucleotides numbered from CDS 3' end	1-500	500 - 1000	> 1000	NA^a^

Probe position relative to intron	Classes defined in Figure 1	Class 1	Class 2	Class 3	NA^a^

Sequence match	Used after genome re-annotation	Perfect match	NA^a^	NA^a^	Mismatch

^a ^Not Attributed

(2) Thermodynamic properties and secondary structure stability. Secondary structures can compromise hybridization between the probe and its target. Possible hairpin structures were analyzed and the corresponding free energy (ΔG) was computed [13]. The parameters of the design program excluded probes with a low self-folding energy distribution, and therefore a high disqualifying score was not necessary (Table 1).

(3) Probe location relative to CDS 3' end. Labeling methods start from the polyA tail and become attenuated as the enzymes progress toward the 5' end [14]. Therefore, the selection procedure used gives the best scores to probes localized in the 3' end of the CDS (Table 1).

(4) Relative positions of probe and intron. It has been reported that only 15% of gene structures is predicted correctly across the coding region of some organisms [5]. Most probe design software does not select for probes according to their position relative to introns, whereas this criterion appears critical, notably for genomes with inaccurate intron prediction, often due to lack of ESTs. We therefore developed probe scores (Table 1) based on probe position relative to predicted introns (Figure 1). Probes that overlapped intron(s) were given a high score ensuring that they were rejected. The 3' boundaries of introns show little variations but the consensus is small [15] and prediction of intron 3' end is therefore uncertain. Consequently, probes located immediately adjacent to and downstream of the putative 3' end of introns were attributed a sub-optimal score.

**Figure 1:**
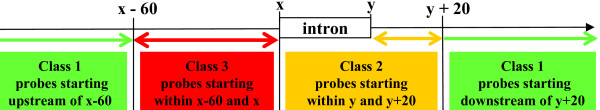
**Probe classes according to their position relative to an intron**. The black arrow represents the coding strand of a gene. Probes are identical to the coding strand. Nucleotide numbering begins at the first nucleotide of the contig, on the coding strand of the gene of interest; x represents the numbering of the last nucleotide of the exon preceding the 5' end of the intron, and y represents the numbering of the first nucleotide following the 3' end. Probe classes are indicated by the colored boxes.

A final score for the *in silico *quality of the probes was calculated from the sum of these four scores. A first round of selection identified probes with a final score below 4. If more than 4 probes were matched to a single CDS, we selected the four probes closest to the 3' end of the CDS. Probes that started within the last 100 nucleotides of a CDS were excluded to circumvent annotation uncertainties that are more frequent in the 3' region of CDS. For any CDS that have fewer than 4 probes, additional probes were selected by a second selection round that recovered probes overlapping intron(s) confirmed by EST(s), and allowing scores of up to 8. We excluded, however, probes that displayed a CHI of over 85% and probes that started upstream from the 3' terminal 1500 nucleotides of the CDS. A further probe-design stage was carried for CDS for which there was no, or only one, probe after the second selection round. For speed reasons, the probe design software ROSO [1,12] was used for this and subsequent designs, instead of Agilent commercial services. ROSO parameters are indicated in Additional file 1. Probes issued from this new design were submitted to the above *in silico *selection.

When genome re-annotation was released, probes were aligned against the updated set of CDS using BLAST [11] to identify probe-deficient CDS. New probes were then designed using ROSO [12] and the *in silico *scoring procedure was applied once again. Re-annotations also led to CDS modifications that resulted in mismatches with previously designed probes. These probes were attributed a score of 20 to ensure that they would be discarded from further analyses (Table 1).

### Experimental selection of probes

An experimental screening procedure was implemented to identify which one of the four *in silico *qualified probes measures 'true' gene expression with robust and consistent signal intensity. Different conditions, each with four biological replicates, were compared with a common reference, in an indirect design. The common reference was obtained by mixing RNA extracted from the different conditions under investigation. The three following criteria were used (formula and data used for calculation are indicated in Additional file 1):

(1) Signal-to-noise ratio. The determination of a signal-to-noise ratio (SNR) threshold is essential to distinguish a true signal from its background, and thus for the generation of high-quality microarray data. Subsequent data processing and biological interpretation of microarray results depend on the accuracy of this threshold. Two metrics were used to calculate the SNR values for each probe: (i) the signal-to-standard-deviation ratio (SSR) [16] and (ii) the signal-to-background ratio (SBR) [17]. SSR ratios greater than 10 are considered indicative of high quality arrays [16]. Probes with a SSR < 10 and a SBR < 2 for all samples or for all samples but one were discarded, as they possibly had a defective design.

(2) Signal reproducibility. The reproducibility of each probe is usually assessed with the normalized measure of signal dispersion for each probe by calculating the signal coefficient of variation (CV). As our experimental design consists exclusively of biological replicates, the CV measures biological heterogeneity, as well as technical variation causes. We minimized biological heterogeneity by using biological replicates with minimal genetic polymorphism ([18] and references therein). Lack of signal reproducibility, and the major source of variation (high CV), therefore, was attributable to probe defect. The threshold for CV was set at 0.75, to reject no more than approximately 1% of the total number of CDS. Probes with a CV > 0.75 for any condition were submitted to expert supervision to determine possible biological causes of heterogeneity and rejected if none was found.

(3) Signal intensity per CDS and per condition. We adapted the strategy of Paredes et al. [4], in which it was assumed that a probe targeted to a given CDS should have an optimal intensity signal that is similar to the average signal intensity of all probes targeted to this CDS. This rationale was applied to calculate two types of metrics: (i) Two median metrics were calculated from the normalized signal intensities obtained with the common reference RNA pool: the median of each probe targeted to a CDS (M_probe_) and the median for all probes targeted to this CDS (M_CDS_). Probes with M_probe _outside the interquartile range of M_CDS _were rejected. (ii) The average intensity (M_array_) of all probes targeted to a given CDS in each array and its 95% confidence interval (CI) were calculated from the normalized signal intensities obtained from hybridization with sample RNA. Probes were discarded if the signal intensity was outside M_array _± 1.5 CI for all arrays.

Selected probes were pooled and the number of probes per CDS was determined. For CDS with more than one probe, the probe closest to the 3' end was selected as the final probe. The framework is depicted in Figure 2. Probe-deficient CDS were assigned one probe from the rejected probes set by expert-supervised selection.

**Figure 2:**
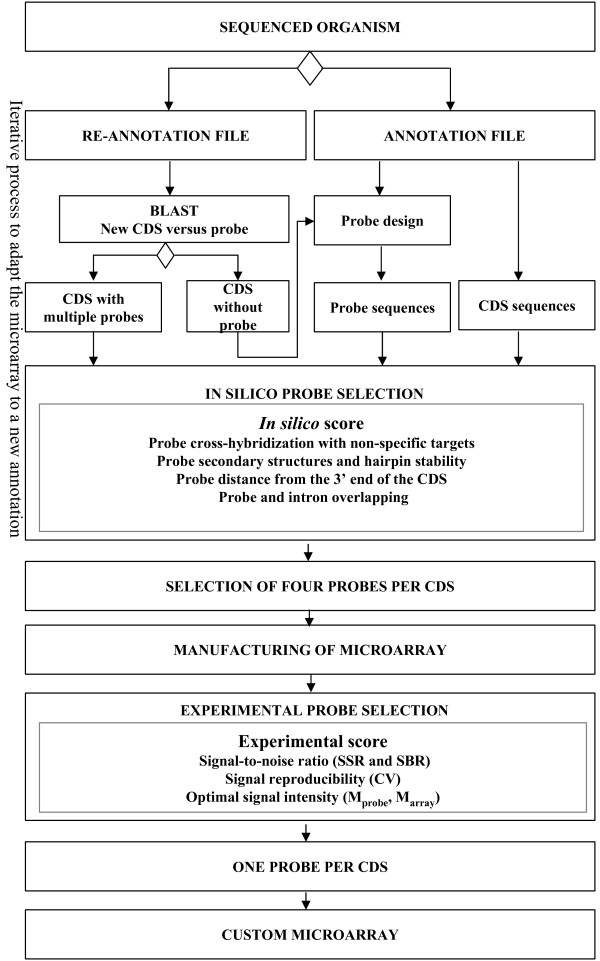
**Flow diagram for probe selection**.

### Application to *Podospora anserina*

The draft genome assembly of *Podospora anserina *contained 10,824 CDS when this work started (P. Silar and O. Lespinet, unpublished results) and was updated to 10,545 CDS [19] as work progressed. A total of 5,032 CDS have at least one intron but no EST to confirm intron position, emphasizing the value of selecting probes that do not overlap introns. Elimination of short and long CDS resulted in 10,539 CDS. The *in silico *ranking was reapplied resulting in 41,843 unique probes (Microarray v.2).

Time courses of vegetative growth (24 h [M24h], 48 h [M48h] and 96 h [M96h]) and sexual crossing (24 h [C24h], 48 h [C48h] and 96 h [C96h] after fertilization) were used for extraction of RNA but only the M24h, M48h, M96h, C24h and C48h conditions were used for subsequent probe selection. 

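The deposited data for microarray v.2 come from 20 arrays with 2 colours, 4 arrays for each of the 5 conditions. On every array the cRNA of a condition was labeled with Cy3 and the common reference with Cy5, and dyes were not swapped. The authors deposited the spot intensities of the Feature Extraction software, whose processed signals are background-subtracted and dye-normalized within each array. The background that was subtracted is the surface the software fitted across the array, on 100% of the features of all arrays. From these intensities, CVs were computed on the processed signals, and expression ratios as log2 of the processed Cy3 signal over the processed Cy5 signal. The M24h and M48h arrays lay together on slides 1 and 2 and were scanned on the first day, and the M96h, C24h and C48h arrays shared slides 3, 4 and 5, scanned on the second day. The time from 48 h to 96 h therefore cannot be separated from the scan day. The median Cy3 signal over background ran from 5.94 on M24h replicate 7 to 16.7 on M48h replicate 13, where replicates carry the numbers of the deposited sample titles. Between 84.4% and 94.4% of the probes were well above background in Cy3, with the lowest share on M96h replicate 33. The number of arrays, 4 per condition, limits the precision of every value. The descriptions of C24h replicate 28 and C48h replicate 16 give the other time point of the crosses, and both arrays were kept under the condition of their titles. Across probes, which are not independent replicates, the log2 ratios of C24h replicate 28 correlated at 0.911 with the mean of the other C24h arrays and at 0.629 with the C48h arrays. For C48h replicate 16 these correlations were 0.966 with its own condition and 0.628 with C24h.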

Each condition had four biological replicates and including *mat + *and *mat - *strains [20], which were isogenic except at the mating-type locus. The common reference RNA pool was created by mixing equal amounts of RNA extracted from M48h, M96h, C24h, C48h and C96h. 

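The labels of the deposited samples name M48h, M96h, C48h and C96h as the sources of this pool and do not list C24h. The median Cy5 signal of the pool over background lay between 10.4 on the dimmest of the 20 arrays and 19.8 on the brightest. The pool gave a signal well above background for 91.3% of the probes on the array with the lowest share and for 98.1% on the array with the highest.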

The materials and methods used for strains, cultures, nucleic acid extractions, RNA pool preparation and microarray analyses are described in Additional file 1. The numbers of outlier probes and probe-deficient CDS identified by experimental validation are shown in Table 2. As a result of low signal-to-noise ratio, 123 CDS had all of their probes rejected. These probes may either correspond to genes that were not expressed under the experimental conditions, or to false-positive genes resulting from over-annotation. 

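SSR and SBR were computed for 6 samples, the 5 conditions over 4 arrays each and the common reference over 20 arrays, from the median spot signal and the background that the software subtracted. The SD in the SSR is that of the background between arrays. The median SSR was lowest in M24h, at 172, and highest in C48h, at 472. The median SBR ran from 9.01 in M24h to 15.6 in the common reference. In M24h, 7226 of the 43026 probes had both ratios under the thresholds of 10 and 2, against 3413 probes in C48h and 2502 in the reference. For 2673 probes (6.21%) both ratios were under their thresholds in at least 5 of the 6 samples. Of the 10777 CDS names of the array design, 167 (1.55%) had all of their probes rejected. When either ratio under its threshold was enough for a sample to fail, 6133 probes and 715 CDS were rejected. With the SSR taken as signal over the SD of the background, without subtraction, 0 probes were rejected.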

The distribution of CV in the five experimental conditions is shown in Figure 3. 

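The median probe CV of the Cy3 signal, over 4 arrays and with n - 1 in the SD, was 0.236 in M24h with a jackknife standard error of 0.0539 from leaving out each array. It was 0.130 in M48h (standard error 0.0339), 0.254 in M96h (standard error 0.0478), 0.164 in C24h (standard error 0.0183) and 0.138 in C48h (standard error 0.0123). M96h had the highest median, but it lay above that of M24h by less than either standard error. The interquartile range of the probe CVs was 0.169 to 0.383 in M96h and 0.0928 to 0.211 in C48h. Without M96h replicate 46 the median of M96h was 0.209, below that of M24h. Between the 2 arrays of 1 mating type, the median CV in M96h was 0.232 for mat+ and 0.125 for mat-. Normexp background correction with loess normalization moved the median of M24h most, to 0.398. With the processed signals scaled to an equal median on every array, M24h fell to 0.177 and M96h stayed highest, at 0.226.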

Most of the probes (92%) rejected by this metric belong to M96h. 

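In at least 1 condition, 3542 of the v.2 probes (8.23%) had a CV over 0.75. By condition these were 1213 probes in M24h, 469 in M48h, 1476 in M96h, 675 in C24h and 398 in C48h. M96h thus held the largest number, and 41.7% of the probes over the threshold in any condition were over it in M96h. This share is of all probes over the threshold, whereas the paper's is of the probes it rejected. In M96h alone, and in no other condition, 1145 probes were over the threshold. This ranking changed when 1 array was left out. Without M96h replicate 46, a mat+ array, 518 probes of M96h were over the threshold and the M96h share was 19.2%. Leaving out any other M96h array gave between 1742 and 2021 probes. With normexp background correction and loess normalization the M96h share was 7.47%, because 12528 probes of M24h were then over the threshold. With no dye normalization the share was 57.8%, the highest among the processing alternatives.

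**Figure D1:**
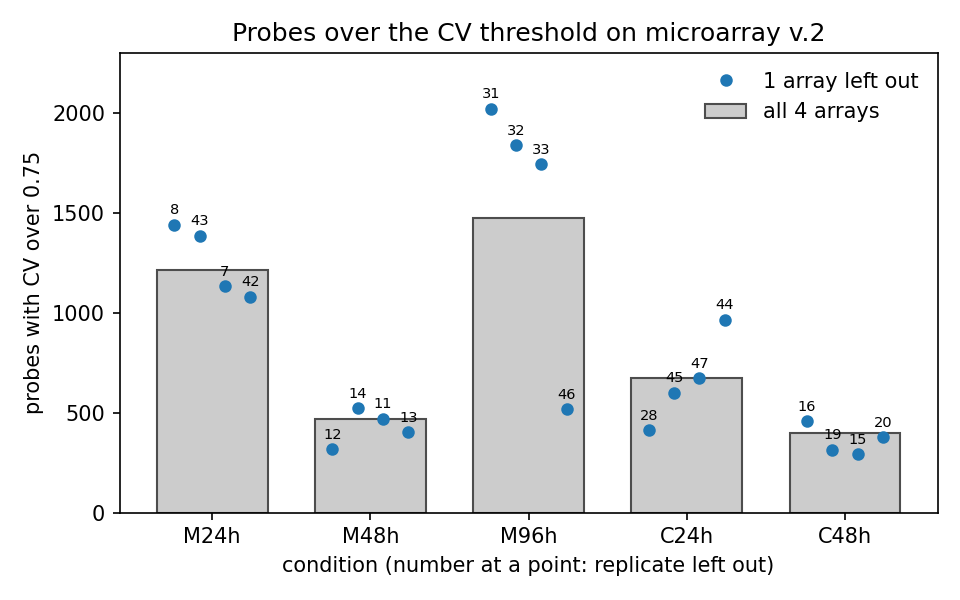
Number of microarray v.2 probes with a Cy3 CV over 0.75 (vertical axis) in each of the 5 conditions (horizontal axis). Bars give the number over all 4 arrays and points the number with 1 array left out, labeled with the replicate left out; the point without M96h replicate 46 lies at 518, far below the other M96h points.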

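Probes that differ between mat+ and mat- strains were tested with limma on the log2 ratios of all 20 v.2 arrays, in 10 groups of 2 arrays, with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 187 probes differed at M96h, of which 110 were higher in mat+ and 77 higher in mat-. This balance reversed with normexp and loess (88 higher in mat+, 113 in mat-) and with the authors' series values (124 and 172). At M24h 28 probes differed, 7 higher in mat+ and 21 higher in mat-. At M48h limma called 0 probes, with 1983 probes at an unadjusted p under 0.05. The mat+ to mat- difference itself was not the same at M96h and M24h for 72 probes by the interaction contrast of the same fit. With 2 arrays per group these counts rest on single arrays. At M96h the count was 189 without replicate 46, 79 without replicate 32, and 7029 without replicate 33, which leaves replicate 46 as the lone mat+ array, assumed to vary like the others. At M24h, normexp background correction with loess normalization gave 6815 probes, and splitting the 4 arrays by slide in place of mating type gave 149. With only the 4 arrays compared in the fit, limma called 2 probes at M96h. The M96h arrays split by slide gave 0 probes in limma, with 4166 at an unadjusted p under 0.05. At M96h, 18 CDS with at least 3 probes had all of these probes called, 14 higher in mat+ and 4 higher in mat-. Between the 2 pairs of female strains, whose mating types the labels state in conflicting ways, 62 probes differed at C24h and 19 at C48h, where each pair lay on its own slide. Of the probes called at M96h, 47 were also called at C24h and 16 were also called at C48h. With independent probes and independent tests, chance would give 0.269 and 0.0826. Neither holds, since probes of the same CDS go together and these contrasts share the spread of each probe in the same fit. The chance values are therefore not a valid baseline, and no excess over chance is drawn from them.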

Great transcription differences between *mat + *and *mat - *strains at M96h were characterized for some genes ([21] and unpublished observations); these differences are expected to persist in C24h and C48h conditions. Therefore, 27 probes (9 CDS) with a CV > 0.75 in two of the three above conditions were retained, as the high CV is likely biologically relevant. 

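In 2 or more of M96h, C24h and C48h, 221 probes of 169 CDS had a CV over the threshold, and 26 of them in all 3 conditions. Of the 221 probes, 192 were over it at M96h, and 31 were called between mat+ and mat- at M96h. Without M96h replicate 46 the number was 165, and with a CV threshold of 0.5 it was 1394. In 16 CDS, 3 or more probes met the rule, with 58 probes in total, and 6 of these CDS had all of their probes called between the mating types at M96h. Pa_2_2310, on chromosome 2 by its name, had a median CV of 1.15 at M96h, 1.13 at C24h and 1.15 at C48h. Its log2 ratio to the reference at M96h was 1.76 ± 0.52 (SD, n = 2 arrays) in mat+ and -8.15 ± 0.12 (SD, n = 2) in mat-, a median difference of 9.97 over 4 probes, with limma adjusted p of at most 2.31e-07. Pa_7_4100 was higher in mat+ by a median log2 of 6.43 (adjusted p at most 0.000156), and Pa_1_8290 lower, at -5.21 (adjusted p at most 7.11e-08), each in all 4 probes and on both arrays of each mating type. FMR1, which bears the name of a mating-type gene, was not well above background on any of its 4 probes in the mat+ arrays and was at least 12.6-fold higher in mat- (adjusted p at most 0.000848). FMR1 had 0 of 4 probes called between the mating types at M24h and at M48h. At M48h its 4 probes had mat+ to mat- log2 differences of -2.26 to -1.25 (limma adjusted p at least 0.313), with 3 not well above background in mat+. SMR1 and SMR2, named like mating-type genes too, had 0 of 4 called at M24h, M48h and M96h. In each mating type at least 3 of their 4 probes were not well above background, as for FMR1 at M24h. For these dim probes a count of 0 does not show whether the mating types differ. The limit for FMR1 sets the mean of the mat- arrays against the lowest signal well above background on each mat+ array, within the Cy3 channel and open to dye bias. Pa_4_1380 had all 4 probes called, higher in mat+ by 3.48. Pa_4_gid_CGNC_320 had 1 probe called, and Pa_7_3020, Pa_1_18090 and Pa_1_3140 had 0. In these last 4 CDS the mat+ arrays differed from each other by more than the mat- arrays did, with an SD of 2.00 for Pa_7_3020 in mat+ against 0.03 in mat-. From the differences between the mating types, the paper reasons that a high CV in these conditions is likely of biological origin and retains such probes.

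**Figure D2:**
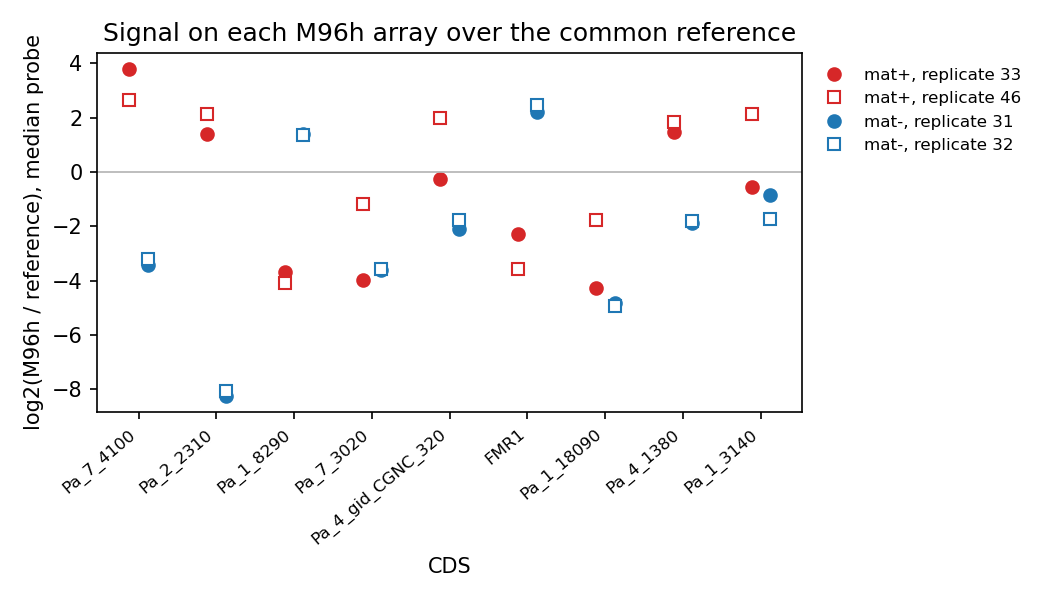
Log2 ratio of the M96h signal to the common reference (vertical axis, median of the probes of a CDS) for 9 of the 10 CDS with 4 probes of high CV, those with the highest mean CV (horizontal axis), with 1 point for each of the 4 M96h arrays. Pa_2_2310, Pa_7_4100, Pa_1_8290, FMR1 and Pa_4_1380 separate by mating type, whereas replicate 46 lies apart from the other 3 arrays for Pa_7_3020, Pa_1_18090 and Pa_1_3140. For Pa_4_gid_CGNC_320 both mat+ arrays lie above the mat- arrays, with replicate 46 highest.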

M_probe _and M_array _scores proved to be the most selective measures with 60% of probes being rejected after this analysis. 

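M_probe was taken as the median reference intensity of a probe over the 20 arrays and set against the interquartile range of the 80 reference values of its CDS. This rule rejected 20246 of the 42911 probes that entered it (47.2%). M_array, from the Cy3 intensities of each array, rejected 674 probes, of which 2 were not rejected by M_probe. By construction a probe can hardly leave this interval among 4 probes, and cannot among 3, because its own value widens the SD. The low M_array count therefore does not measure the agreement of the probes. Random sets of 4 probes had a mean of 2.35% rejected on M_array, against 1.56% for the real CDS with 4 probes. Together the scores rejected 20248 probes, 47.1% of all v.2 probes, more than either other criterion. For 4 probes with separated signals, M_probe rejects the outer 2 by construction. Of the 10531 CDS with 4 probes, 9327 had 2 probes rejected on M_probe, 125 had 3 and 1 had all 4. Within such a CDS the reference signal of the brightest probe was a median of 4.13-fold that of the dimmest, with quartiles of 2.48 and 9.09. The number was 21524 with the interquartile range taken over the probe medians, 19368 after normexp and loess, and 20250 on log2 intensities.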

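When SSR and SBR, CV, and M_probe and M_array were applied to the deposited intensities, 23027 probes (53.5%) failed at least 1 criterion and 19999 passed all 3. At least 1 passing probe was found for 9954 CDS. The number of CDS ran from 7927, with CVs from normexp and loess values, to 10386, with the SSR taken as signal over the SD of the background.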

At the end of the experimental validation, 9,822 CDS had at least one qualified probe. 

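Of the CDS names of microarray v.2, 823 (7.64%) had no probe left after the 3 criteria. CVs from normexp and loess values raised this number most, to 2850. Without M96h replicate 46 it was 660.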

A total of 717 CDS were probe-deficient, because either one criterion, or a combination of criteria, was sufficient to eliminate all probes targeted to a given CDS (Table 2). For these CDS, one probe was chosen by supervised selection. 

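On the deposited arrays of microarray v.3, 10556 different probes target 10556 CDS names. Of these probes, 10412 are also on v.2 with the same sequence and 144 are not. Among the v.2 probes carried to v.3, 23.8% failed at least 1 of the 3 criteria when these were recomputed from the v.2 arrays, against 63.0% of the v.2 probes not carried over. On M_probe and M_array alone the shares were 16.6% and 56.8%.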

The final array design contained 10,539 probes for nuclear CDS (Microarray v.3). 

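On microarray v.2, 67 probes target mitochondrial CDS, and on v.3 each of 17 mitochondrial CDS has 1 probe.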

As *P. anserina *is used as a model system for mitochondrial metabolism [22], 17 mitochondrial CDS probes were added to the final array. These probes underwent only the computational screening. Each array contained four replicates of each probe to improve statistical significance of results. 

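The deposited data for microarray v.3 with the common reference are 3 arrays of 1 slide on which the same pool was labeled with Cy3 and with Cy5, as technical replicates without biological replicates. Their processed intensities were made by the authors as for v.2, and the CVs of v.3 were computed from the Cy5 signals unless Cy3 is named. The median signal over background was between 13.7 and 14.2 in Cy3. Among the 4 spots of a probe on 1 array, the median CV was 0.0383, 0.0386 and 0.0378 on the 3 arrays. The highest of the 4 spots was a median of 1.09-fold the lowest on each array.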

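Over 12 values per probe, 4 spots on each of 3 arrays, the median CV of the common reference on v.3 was 0.0463, with a jackknife standard error of 0.00537 and a range of 0.0392 to 0.0482 when 1 array was left out. The Cy3 channel of the same arrays gave 0.0476. On v.2 the lowest median of a condition's 4 arrays was 1.66 times that of v.3 and the highest 3.83 times, and the median over the 5 conditions was 1.90 times. Over the probes present in both versions the ratio was 1.85. With the v.2 arrays grouped by slide it was 3.50, the largest value among the alternatives. With the arrays of each group scaled to equal median signal it was 1.41. With normexp background correction and loess the median CV of v.3 was 0.0762. Without dye normalization it was 0.0900, above the 0.0766 of the reference on the C24h arrays of v.2. The paper concludes from its lower CV on self-to-self hybridization that v.3 improved on v.2.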

Progression in microarray v.3 was confirmed by its signal CV which was lower than that obtained with v.2 upon self-to-self hybridization with the common reference cRNA pool (Figure 4). The median CV of microarray v.3 is similar to those obtained in the MAQC study with the commercial Agilent human microarray platform [23].

**Table 2:** Results of experimental scoring of probes.

Metrics	Rejected probes	Qualified probes	CDS with probes	Probe-deficient CDS^a^
SSR, SBR	2,013 (4.8%)	39,830 (95.2%)	10,327 (98.8%)	123 (1.2%)

CV	900 (2.1%)	40,943 (97.9%)	10,325 (95.2%)	125 (1.2%)

M_probe _and M_array_^b^	25,140 (60%)	16,480 (39.4%)	10,180 (97.4%)	140 (1.3%)

^a ^these CDS have had all of their probes rejected based only on one single metric. 

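From the deposited intensities, all probes of 167 CDS failed SSR and SBR, those of 232 CDS failed CV, and those of 1 CDS failed M_probe and M_array. The sum over these single criteria is 400 CDS, or 396 when a CDS that fails on more than 1 is counted once. Another 427 CDS lost all of their probes only through the combination of criteria.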

The combination of the three metrics resulted in more probe-deficient CDS (717) than the sum of probe-deficient CDS excluded because of a single criterion.

^b ^these metrics apply only to CDS with more than two probes. Therefore 223 probes, targeted to CDS with less than three probes, were excluded from this analysis.

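In the deposited array design, 68 CDS names have fewer than 3 probes, 21 of them with 1 probe and 47 with 2, which makes 115 probes that did not enter M_probe and M_array. Besides the CDS with 4 probes, 127 have 3 and 51 have more than 4.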

**Figure 3:**
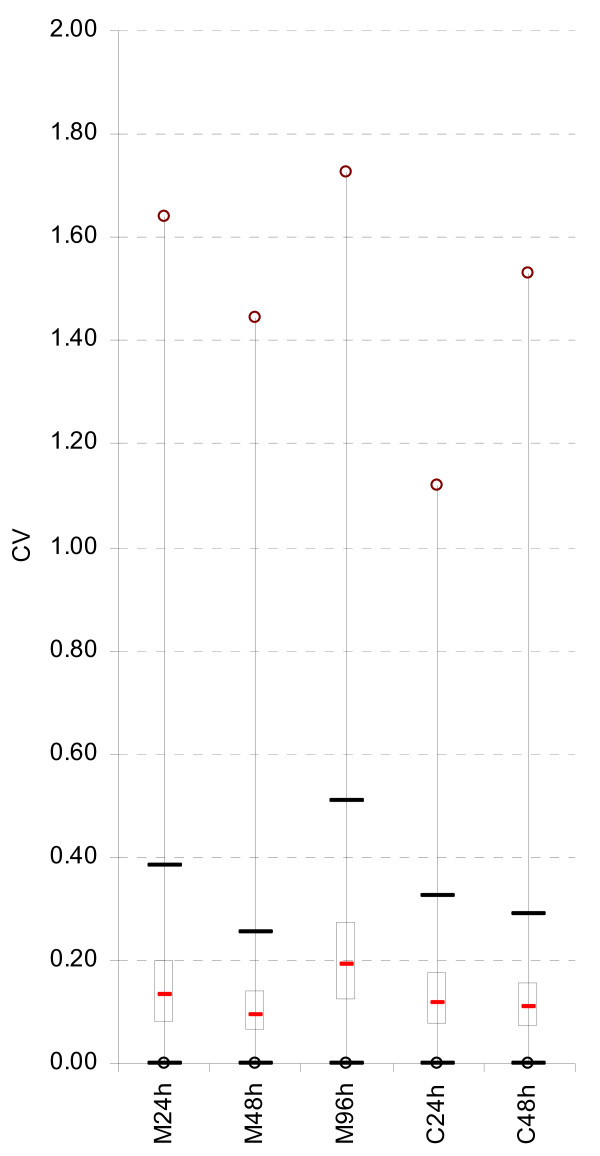
**Distribution of probe intensity CV in the five conditions used for the experimental validation of probes**. The distributions of probe intensity CV are presented in a series of five boxes (interquartile range) and whiskers plots. Hybridizations were performed on microarray v.2 with the cRNAs prepared from the five conditions (M24h, M48h, M96h, C24h, C48h) and labeled with Cy3. Each condition consisted of 4 biological replicates. The CVs were computed as indicated in Additional file 1. The median CV is 0.13, 0.10, 0.19, 0.12 and 0.11 for M24h, M48h, M96h, C24h and C48h, respectively.

**Figure 4:**
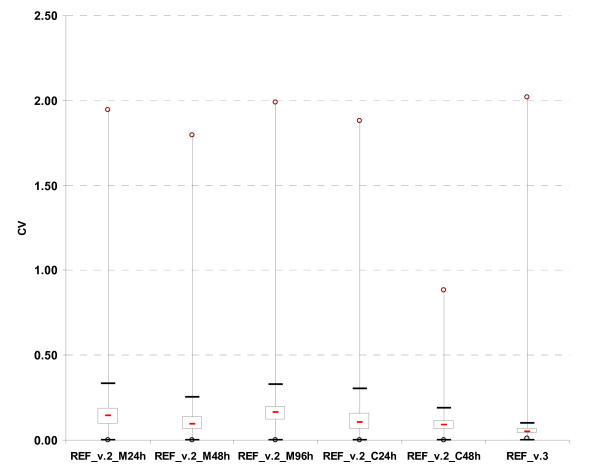
**Improvement of probe reproducibility in microarray v.3**. The distributions of probe intensity CV are presented in a series of six boxes (interquartile range) and whiskers plots. Hybridizations were performed with the reference common cRNA pool on microarray v.2 (5 hybridizations, REF_v.2_M24h, REF_v.2_M48h, REF_v.2_M96h, REF_v.2_C24h, REF_v.2_C48h, each with 4 technical replicates per probe) and v.3 (REF_v.3, 12 technical replicates per probe). The cRNAs were labelled with Cy5. The median CV is 0.14, 0.10, 0.16, 0.10, 0.09 and 0.05 for REF_v.2_M24h, REF_v.2_M48h, REF_v.2_M96h, REF_v.2_C24h, REF_v.2_C48h and REF_v.3, respectively.

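From the deposited Cy5 intensities, the median CV of the reference on v.2 was 0.177 on the M24h arrays (jackknife standard error 0.0714), 0.0769 on the M48h arrays (standard error 0.0218) and 0.123 on the M96h arrays (standard error 0.0458). It was 0.0878 on the C24h arrays (standard error 0.0107) and 0.0865 on the C48h arrays (standard error 0.0164). With 1 array left out the value for M24h ran from 0.104 (without M24h replicate 42) to 0.207. That for M96h ran from 0.0795 (without M96h replicate 32) to 0.146. Scaled to equal median signal, the 5 medians lay between 0.0540 and 0.0732.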

The probe set is available at http://podospora.igmors.u-psud.fr/download.php. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [24] and are accessible through GEO Series accession number GSE20734 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20734. The final microarray is available from Agilent under the reference AMADID 018343.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

FB, SI and NR established the pipeline for probe scoring. FB and SI carried out RNA preparation, labelling and hybridization, and microarray analyses. NR designed probes with ROSO. OL participated to BLAST analyses and carried out probe mapping on the genome. FB, SI, NR, HD and RD prepared the manuscript. PS, CC, VBL, HD and RD conceived this study, collaborated to its design and coordination, and helped to draft the manuscript. The authors wish it to be known that, in their opinion, SI and NR should be regarded as joint Second Authors. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Materials and methods**. Additional file descriptions text. Click here for file

# Supplementary material for: A general framework for optimization of probes for gene expression microarray and its application to the fungus Podospora anserina
**Source:** BMC Res Notes. 2010 Jun 18;3:171. doi: 10.1186/1756-0500-3-171
**Supplement:** Additional file 1 — Materials and methods. Additional file descriptions text.

### Materials and Methods (Bidard et al. )

**Parameters for ROSO [1] probe design.**

- Probes preferably located at the 3’ end of the CDS,

- The GC content was in the range of 35-55%,

- A probe should not have a contiguous single nucleotide repeat or a poly-(N) tract longer than six bases,

- The melting temperature (Tm) range was set between 68°C and 76°C.

**Number and type of conditions analysed by microarray and used for the calculation of metrics.**

Five conditions: M24h, M48h, M96h, C24h, C48h (see below).

Four biological replicates per condition.

One array per biological replicate, each array with four different probes per CDS (microarray v.2, see below).

**Calculation of signal-to-noise ratio.**

signal intensity = MedianSignal, raw median signal of feature in green or red channel (inlier pixel).

background intensity = BGUsed, background definition using spatial detrend and global background.

Signal intensity and background intensity were obtained with the Feature Extraction (FE, v9.5.3) software (Agilent) using the GE2-v4_95_Feb07.

Mean of signal intensities, mean and standard deviation of background intensities were calculated upon hybridization with cRNAs prepared from four biological replicates from one condition (Cy3 labelling). N = 4 values per probe.

Similar calculations were performed upon hybridization with the common reference cRNA pool (Cy5 labelling). N = 20 values per probe (five conditions, each condition with four biological replicates).

Six SSR values were obtained for each probe, each value corresponding to one condition (five conditions) and to the reference. Six SBR values were obtained for each probe from the same samples used for calculation of SSR values.

**Calculation of the coefficient of variation (CV).**

: standard deviation of normalized intensities was calculated upon hybridization with cRNAs prepared from the four biological replicates from one condition. N = 4 values per probe.

: mean of normalized intensities was calculated upon hybridization with cRNAs prepared from the four biological replicates from one condition. N = 4 values.per probe.

Distribution of CVs is indicated in Table 3.

#

# Table 3: Distribution of probe intensity CV in the five conditions used for the experimental validation of probes. RNA was labeled with Cy3 and hybridized on microarray v.2. The CVs were computed as indicated above.

**Calculation of signal intensity per CDS and per array.**

Mprobe = m (REF normalized intensity) per probe, all arrays.

MCDS = m (REF normalized intensity) per CDS, all arrays.

Marray =  (condition normalized intensity) per CDS, one array.

REF normalized intensity = background substracted and Lowess adjusted intensity of signal obtained upon hybridization with the common reference cRNA pool. N= 20 values per probe (1 probe per array, 20 arrays) and 80 values per CDS (four different probes per CDS on each array, 20 arrays).

condition normalized intensity = background substracted and Lowess adjusted intensity of signal obtained upon hybridization with cRNA prepared from one condition. N = 4 values (four probes per CDS on one array).

***Podospora anserina* strains and growth conditions.**

| Condition name | Lifecycle phase | Culture description |
| --- | --- | --- |
| M24h | Early vegetative phase | *mat+* *S* strain harvested after 24 hours of growth on M2 media covered with a sheet of cellophane.  *mat-* *S* strain harvested after 24 hours of growth on M2 media covered with a sheet of cellophane. |
| M48h | Late vegetative phase/ early stationary phase | *mat+* *S* strain harvested after 48 hours of growth on M2 media covered with a sheet of cellophane.  *mat-* *S* strain harvested after 48 hours of growth on M2 media covered with a sheet of cellophane. |
| M96h | Stationary vegetative phase | *mat+* *S* strain harvested after 96 hours of growth on M2 media covered with a sheet of cellophane.  *mat-* *S* strain harvested after 96 hours of growth on M2 media covered with a sheet of cellophane. |
| C24h | Early sexual development | *mat+* *S* strain cultivated for 96 hours on M2 media covered with a cheesecloth, spermatization with *mat-* *S* spermatia and harvesting after 24 h.  *mat-* *S* strain cultivated for 96 hours on M2 media covered with a cheesecloth, spermatization with *mat+*  *S* spermatia and harvesting after 24 h. |
| C48h | Middle sexual development | *mat+* *S* strain cultivated for 96 hours on M2 media covered with a cheesecloth, spermatization with *mat-* *S* spermatia and harvesting after 48 h.  *mat-* *S* strain cultivated for 96 hours on M2 media covered with a cheesecloth, spermatization with *mat+*  *S* spermatia and harvesting after 48 h. |
| C96h | Late sexual development | *mat+* *S* strain cultivated for 96 hours on M2 media covered with a cheesecloth, spermatization with *mat-* *S* spermatia and harvesting after 96 h.  *mat-* *S* strain cultivated for 96 hours on M2 media covered with a cheesecloth, spermatization with *mat+*  *S* spermatia and harvesting after 96 h. |

**Table 4: *Podospora anserina* culture conditions for RNA extraction.**

*P. anserina* strains used in this study are the wild type *S* [2, 3] and *s* [3] strains of either *mat+* or *mat-* mating type. Growth was carried out on a minimal synthetic medium at 27°C as described by [4]. RNA was extracted from six different conditions described in Table 4. More information on the biology of *P. anserina* is available on <http://podospora.igmors.u-psud.fr/more.php>.

**Microarray versions.**

Three different microarray versions were designed on Agilent 44K (Agilent Technologies, Santa Clara, USA) and 4x44K-featured microarray, corresponding to successive steps of probe selection. Microarray v.1 includes one array *per* slide with 42,034 unique probes (three or four different probes per CDS corresponding to the draft genome annotation) and 2,256 standard control spots from Agilent. Microarray v.2 and v.3 consist of four arrays *per* slide; each array includes 1,417 standard control spots. 

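The deposited design of microarray v.2 holds 44443 features, of which 1417 are controls and 43026 are probes with different names and 42828 different sequences. Its probes carry 10777 CDS names, of which 9760 are also CDS names of v.3, and 41882 probes can be carried to a v.3 CDS by name or through a shared probe. Microarray v.3 holds 43641 features, of which 42224 are not controls. A RefSeq locus tag of the S mat assembly matched 10518 CDS names of v.3 and 9725 of v.2, out of 10527 RefSeq genes.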

Microarray v.2 contains 41,843 unique probes (1, 2, 3 or 4 different probes per CDS issued from the published release of genome annotation) while Microarray v.3 contains 10,556 unique probes replicated four times and randomly distributed on each array (42,224 features).

### RNA isolation and gene expression array hybridization.

For RNA extraction, strains were grown on a cellophane sheet (cat#1650193, BioRad, Marne la Coquette, France) or cheesecloth (Sefar Nitex 03-48/31, Dominique Dutscher, Brumath, France) placed on Petri-dishes. To produce a sufficient amount of biological material (20 to 100 mg), one to five Petri-dishes were inoculated simultaneously. Experimental growth conditions are described in Table 4. Biological material was scraped from cellophane sheets or cheesecloth and flash frozen with buffer RLT (Qiagen, Courtaboeuf, France) in liquid nitrogen. The biological material was ground with a Mikro-Dismembrator (Sartorius, Aubagne, France) in vessels frozen in liquid nitrogen. After removing cell debris by centrifugation, nucleic acids were passed through a Qiashreddrer (Qiagen) for shearing DNA and total RNA was purified on RNeasy Plant Mini Kit columns (Qiagen), with an additional DNase treatment. The quality and quantity of the total RNA was determined by using a NanoDrop ND-1000 spectrophotometer and the Bionalyzer 2100 system (Agilent) as described in [5].

The common reference RNA pool consisted of a mixture with identical quantities of total RNA extracted from M48h, M96h, C24h, C48h and C96h (Table 4).

For transcriptome microarray experiments, target preparation, hybridization and washing were done following the two-color microarray-based gene expression analysis instructions (version 5.0, February 2007) as described by the manufacturer (Agilent). The number of replicates is indicated in Table 5. One microgram aliquots of total RNA were amplified and Cy-labelled with the Agilent’s Low RNA input fluorescent linear amplification (LRILAK) PLUS kit (Agilent) along with Agilent's Two-Color RNA Spike-in Kit. The labelling efficiency and the product integrity were checked as described by [5]; then, 750 ng (Microarray v.1) and 825 ng (Microarray v.2 and v.3) of each of the Cy3- and Cy5-labeled targets were mixed and incubated on an Agilent microarray slide for 17 hours at 65°C, in a rotating oven (6 rpm for a 1x44K and 10 rpm for a 4x44K array format), using an Agilent *in situ* hybridization kit. The slides were washed and water was removed by centrifugation at 800 rpm for 1 min.

| Conditions | Number of biological replicates | Number of replicates of mat+ mating type | Number of replicates of *mat-* mating type |
| --- | --- | --- | --- |
| M24h | 4 | 2 | 2 |
| M48h | 4 | 2 | 2 |
| M96h | 4 | 2 | 2 |
| C24h | 4 | 2 mat+ female strains | 2 mat- female strains |
| C48h | 4 | 2 mat+ female strains | 2 mat- female strains |

**Table 5: Number and type of replicates for microarray hybridization.**

### Microarray data acquisition, processing and analysis

Microarrays were scanned using the Agilent DNA microarray Scanner (Agilent) at 5 micron resolution using the extended dynamic range (XDR) feature. Spot and background intensities were extracted with the Feature Extraction (FE, v9.5.3) software (Agilent) using the GE2-v4_95_Feb07 default protocol. Preliminary array quality was assessed through the use of Agilent control features as well as spike-in controls (Agilent 2-Color Spike-in Kit for RNA experiment). Subsequent flagging was done according to the GenePix Pro software (Molecular Devices Sunnyvale, CA, USA) nomenclature, including four levels of flags (good [100], bad [-100], not found [-50], moderate [0]). FE software raw data from arrays issued of Microarray v.1 platform were processed with the MAnGO software [6] with no background subtraction and the Robustpline Lowess normalization method [7]. FE software normalized data (Local background was subtracted and Lowess normalization) from arrays issued of Microarray v.2 and v.3 were processed with MAnGO [6]. Moderate *t*-test with adjustment of *p*-values [8] was computed to measure the significance with each expression difference.

Microarray experiment was done by reversing (Microarray v.1) or not (Microarray v.2 and v.3) dye hybridization for experimental and reference samples. Two (Microarray v.1) or four (Microarray v.2 and v.3) biological replicates were used.

**References.**

1. Reymond N, Charles H, Duret L, Calevro F, Beslon G, Fayard JM: **ROSO: optimizing oligonucleotide probes for microarrays**. *Bioinformatics (Oxford, England)* 2004, **20**:271-273.

2. Espagne E, Lespinet O, Malagnac F, Da Silva C, Jaillon O, Porcel BM, Couloux A, Aury JM, Segurens B, Poulain J *et al*: **The genome sequence of the model ascomycete fungus *Podospora anserina***. *Genome biology* 2008, **9**:R77.

3. Rizet G: **Les phénomènes de barrage chez *Podospora anserina.* I. Analyse génétique des barrages entre souches *S* and *s*.** *Rev Cytol Biol Veg* 1952, **13**:51-92.

4. Esser K: **The genetics of *Podospora anserina***. In *Handbook of Genetics*

*Volume 1*. Edited by King RC. New York: Plenum Press; 1974:531-551.

5. Imbeaud S, Graudens E, Boulanger V, Barlet X, Zaborski P, Eveno E, Mueller O, Schroeder A, Auffray C: **Towards standardization of RNA quality assessment using user-independent classifiers of microcapillary electrophoresis traces**. *Nucleic acids research* 2005, **33**:e56.

6. Marisa L, Ichante JL, Reymond N, Aggerbeck L, Delacroix H, Mucchielli-Giorgi MH: **MAnGO: an interactive R-based tool for two-colour microarray analysis**. *Bioinformatics (Oxford, England)* 2007, **23**:2339-2341.

7. Smyth GK, Speed T: **Normalization of cDNA microarray data**. *Methods (San Diego, Calif* 2003, **31**(4):265-273.

8. Benjamini Y, Hochberg Y: **Controlling the false discovery rate: a practical and powerful approach to multiple testing.** *J Roy Stat Soc Ser B (Statistical Methodology)* 1995, **57**(1):289-300.

How the deposited data were processed for this re-analysis (not part of the article)

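The data are 27 arrays with 2 colours. On 20 arrays of microarray v.2, cRNA of 5 conditions (M24h, M48h, M96h, C24h and C48h, 4 arrays each) in Cy3 was hybridized against a common reference in Cy5, without dye swap. On 7 arrays of microarray v.3, 4 compare genomic DNA of strains S and s in both dye orientations, and 3 compare the common reference with itself. Replicates are named by the numbers of the deposited sample titles. The mating type was known for the M24h, M48h and M96h arrays, 2 per mating type, and left as 2 unnamed pairs for the crosses, whose labels state it in conflicting ways.

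The intensities in the scanner files were made by the authors with Agilent Feature Extraction, per the file headers, by subtracting a fitted background surface, detrending, normalizing the dyes within the array and replacing low values, with no scaling between arrays. The paper's methods name local background subtraction for the normalized data and a background with spatial detrending for the SSR and SBR, and the headers give a later version of the extraction protocol than the paper. The log10 ratios in the same files, as deposited, are log10 of the processed Cy5 signal over the processed Cy3 signal within the array. The log2 ratios in the series tables were normalized within each array by the authors, in steps that are not stated, and give Cy3 over Cy5 for the RNA arrays and Cy5 over Cy3 for the genomic DNA arrays. The direction of these ratios was found by setting them against the scanner files.

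CVs are SD over mean of the processed intensities, with n - 1 in the SD, over 4 arrays for v.2 and over 12 values (4 spots on 3 arrays) for v.3. The spread of a median CV is the jackknife standard error from leaving out each array. SSR is the mean of the median spot signals less the mean background, over the SD of the background between arrays, and SBR is signal over background. A sample failed with an SSR under 10 and an SBR under 2, and a probe was rejected when at least 5 of 6 samples failed. The CV threshold was 0.75, with probes retained when over it in 2 or more of M96h, C24h and C48h. M_probe and M_array used CDS with at least 3 probes, interquartile limits over all single values of the CDS, and a confidence interval of 1.96 standard errors, widened by the factor of 1.5. A CDS is deficient when all of its probes are rejected. CDS names are those of the array design. Probes are not independent replicates, so no p-value was computed across probes.

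Differences between groups of v.2 arrays were tested with limma 3.58.1 in R 4.3.3 on log2 of processed Cy3 over processed Cy5, with features that the software marks as non-uniform left out (1326 features, 0.154%). All 20 arrays entered each fit, as 10 groups of 2 for mating types and 5 groups of 4 for conditions, and probes were called at a Benjamini-Hochberg adjusted p under 0.05. On simulated data with 200 changed probes, the M96h comparison of 2 arrays with 2 called 128 of them with 9 false calls, that at M24h called 127 with 15 false calls, and the M48h to M24h comparison called 155 with 7 false calls. The CV and screening computations passed 12 checks on simulated data. For genomic DNA, log2(S/s) was centred on the median of each array, with the sign turned for swapped dyes, and a probe was called at a mean of at least 2-fold with the same sign on all 4 arrays. These 4 arrays are technical replicates of 1 pair of DNA preparations, so no test across arrays was made. In simulated genomic DNA, 200 of 200 changed probes were called. The simulated changes were all larger than the differences of the probes called in the real data, so recovery near 2-fold was not tested. Other computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

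CDS named in the text were chosen by rule. They are the CDS named in the paper (none among these results) and genes with the names FMR1, SMR1 and SMR2 in the array design. For each mating-type contrast, up to 5 CDS with the largest median difference were named among CDS with at least 3 probes all called the same way, and for each pair of conditions up to 3 per direction. Up to 9 CDS were named by their number of probes of high CV, and up to 5 per direction for genomic DNA. The mapping of samples, the tests, the naming rule and the alternatives were chosen before the data were examined, with exceptions. These are 3 alternatives and the tests of explanations, comparisons and named CDS that the closing section gives as chosen later. Alternatives changed the background correction, normalization, scaling, treatment of dim probes, thresholds, model and arrays, 1 at a time. Depth on arrays is signal over background. Over all 27 arrays its median per array in Cy3 ran from 5.94 to 70.1, and dim probes on the arrays at the lower end have the least precise ratios. Where a fold is given for a CDS not well above background in 1 group, it is a limit.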

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

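The tests on M96h replicate 46 and M24h replicate 7 were chosen after these arrays were seen to stand apart, and the tests on mitochondrial probes were chosen only after their result was seen.

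Among 48 sets of array measures, each within a group of 4 arrays, 4 held an array far from the other 3, where chance gives about 1 in 20, or 2.40. The median processed signals of M48h replicate 12 were 1072 in Cy3, against 1160 to 1167 on the other 3 arrays, and 1066 in Cy5, against 1156 to 1167. On C24h replicate 45, 90.9% of the probes were well above background in Cy3, against 90.1% to 90.2%. On the first genomic DNA array with S in Cy3, the median Cy3 signal over background was 63.4, against 69.1 to 70.1 on the other 3. No biological explanation was tested for these differences.

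Among 36 sets of a named CDS in a condition, 5 held an array far from the other 3, where chance would give 1.80. For Pa_2_4180 the log2 ratio to the reference was -3.48 on M48h replicate 13 and -3.27 to -3.23 on the others. For Pa_3_780 it was -3.18 on C24h replicate 47 and -4.49 to -4.42 on the others, where only 2 of its 4 probes were well above background. No explanation was tested for these CDS.

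For Pa_1_20870 the log2 ratio was 1.37 on M96h replicate 46, a mat+ array, and -4.49 to -4.23 on the other 3 M96h arrays. A defect of single spots is argued against, since all 4 probes of this CDS were higher on replicate 46, by 5.40 to 5.97. The array differs across many probes. Over all probes, 1244 lay at least 4-fold from the mean of the other 3 arrays, against 111 to 189 for each of the others. Its log2 ratios correlated at 0.738 with the other M96h arrays and at 0.808 with C24h, where the other M96h arrays had 0.538 to 0.586 with C24h. Its deviation from the other M96h arrays correlated with the C24h to M96h difference at 0.622, and at 0.691 among bright probes, against -0.279 to -0.0795 for the other 3. Of the 22 probes at least 16-fold higher on it, 21 (95.5%) were at least 2-fold higher in C24h, against 8.92% of all probes. A better correlation with C24h is what was written down beforehand for a C24h array under another name, so that test came out for a wrong label. The value that argues against it was looked for afterwards, among 59 probes of 26 CDS at least 16-fold higher in C24h than on the other M96h arrays. Without the probes of Pa_1_20870, these lay on replicate 46 at a median log2 of -4.45 relative to C24h, with quartiles of -5.07 and -2.28. Over all 59, single C24h arrays lay between -0.23 and 0.21. Of the 59 probes, 40.7% were still at least 2-fold higher on replicate 46 than on the other M96h arrays, against 6.20% of all probes. The same median of -4.45 argues against C24h cells in the sample, since Pa_1_20870 lay at -1.04 relative to C24h and admixture would bring these probes to a like share. Also, 43 probes of 18 CDS were at least 16-fold lower on replicate 46, which would need 93.8% of C24h RNA. The median of the 59 probes without those of Pa_1_20870 allows 4.59%. The array is thus partly like C24h without being at its level. A culture further along in development may explain this, since the deviation of 0.622 towards C24h is what it would give, but this was not set as a test beforehand. A different growth support (cellophane in the paper, cheesecloth in the labels) or a sample from outside the 5 conditions stays open as well, untested.

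On M24h replicate 7, a mat+ array, Pa_2_4820 had a log2 ratio of 0.21, against 2.28 to 2.66 on the other 3 M24h arrays, and Pa_1_15240 had 0.77, against 2.09 to 2.26. Both CDS are lower at M48h. An M48h array under another name is argued against, since the array correlated at 0.948 with the other M24h arrays and at 0.721 with M48h. A culture nearer to the M48h state over all probes is argued against as well. The deviation of the array correlated with the M48h to M24h difference at -0.0053, within -0.188 to 0.139 for the other 3. Among bright probes this was -0.0139. Replicate 7 has the lowest Cy3 signal over background of all 20 arrays, and low signal stays open as an explanation that may apply, since a likeness near 0 among bright probes does not decide it. A change in few genes of this culture was not tested.

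The mat+ to mat- difference was not the same at M96h and M24h for 72 probes by limma's interaction contrast, 39 with a higher and 33 with a lower difference at M96h. The count was 4001 without M96h replicate 33, 39 without M96h replicate 32, 205 without M24h replicate 7 and 75 without M96h replicate 46. At M24h, M48h and M96h the mating types are spread over both slides of the condition. Slide is argued against as the source of the larger M96h count, since 0 probes were called in limma with the M96h arrays split by slide (4166 at an unadjusted p under 0.05), but at M24h the split by slide gave more probes, 149, than the split by mating type. Dim probes are argued against, since 218 probes were called at M96h and 27 at M24h among those well above background. M24h and M96h were scanned on different days, which cannot be separated from culture age. At M48h limma called 0 probes between the mating types (1983 at an unadjusted p under 0.05), so the counts do not grow steadily with age. Whether culture age underlies the difference was not tested. With only the arrays compared in the fit the interaction count was 6.

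The paper does not report on the genomic DNA arrays. Of 10556 probes, 3 had a signal at least 2-fold higher in S than in s on average, and 0 were higher in s, without a test. These are Pa_3_630 (log2 1.27, SD 0.02 over 4 arrays), Pa_3_1370 (1.18, SD 0.02) and the mitochondrial alpha_ORF (1.03, SD 0.12), each higher in S on 4 of 4 arrays. Dye bias is argued against, with 0 probes called in opposite directions in the 2 dye orientations. On noise the evidence was mixed. The 3 reference arrays had 84 probes past the same threshold, more than the genomic DNA arrays, which is what was written down beforehand for noise. Those arrays have no dye swap, and 1 of the 3 called probes is among the 84, while the others of the 84 reached at most 0.220 in absolute log2(S/s). Against noise, the difference between genomic DNA arrays of 1 orientation, averaged over both orientations, was at most 0.330 for any probe. Probes were designed on strain S, and a sequence difference or loss in s would give calls in S alone, as for all 3. Complete loss in s is argued against for these 3 probes, each well above background in s on 16 of 16 spots. A sequence difference cannot be told apart from a difference in copy number, since 3 probes are too few and no sequence of s was at hand. A threshold of 1.5-fold added Pa_3_6020, at -0.60 (SD 0.29), named after its values were seen.

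Of 17 mitochondrial probes on the same arrays, 15 were well above background and 14 of these were below 0, at a median log2(S/s) of -0.21 (range -0.25 to -0.17), 13 of them on all 4 arrays. Over all 17 the median was lower than in each of 10000 random sets of probes. Brightness is argued against, since 299 nuclear probes at least as bright had a median of 0.00210. Dye bias is argued against as the whole source, since the median was -0.13 with S in Cy3 and -0.26 with S in Cy5, below 0 in both. A lower share of mitochondrial DNA in the S preparation may explain this. With 1 preparation per strain, strain and preparation were not separated.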

How the results depend on the processing

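The alternatives chosen only after the data were seen are the use of probes carried to v.3 alone, the keeping of non-uniform features, and the fit on the M24h, M48h and M96h arrays without a block.

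Over 35 results and all alternatives there were 327 values, of which 223 stayed within the spread of the result (medians, percent and ratio) or within 1.5 times it (counts). Of the other 104, 49 were higher and 55 lower. With 1 array left out, 280 of 327 values stayed. None of the alternatives chosen after the data were seen moved a result by more than these limits. Unless the construction of the alternative gives the cause, the cause was not tested.

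Scaling arrays to equal median signal lowered the median Cy3 CV to 0.177 in M24h and 0.122 in C48h, the reference CV to 0.0732 (M24h), 0.0540 (M96h), 0.0546 (C24h) and 0.0551 (C48h), and that of v.3 to 0.0391.

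Normexp background correction with loess gave median Cy3 CVs of 0.398 (M24h), 0.132 (C24h) and 0.122 (C48h), and reference CVs of 0.267 (M24h), 0.116 (M48h), 0.192 (M96h) and 0.0762 (v.3). It gave 13307 probes over the CV threshold in any condition, 7.47% of them at M96h, 47 over it in 2 of M96h, C24h and C48h, 13260 rejected on CV, 2100 CDS rejected on CV, 0 CDS rejected on M_probe and M_array and 2850 deficient CDS. Between mating types it called 6815 probes at M24h (62.1% higher in mat+, against 25% with processed signals) and 3783 in the interaction (27.3% against 54.2%). At M96h it called 201, of which 43.8% were higher in mat+, against 58.8%.

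Without dye normalization the median Cy3 CV was 0.295 (M24h), 0.180 (M48h), 0.373 (M96h) and 0.253 (C24h), and the reference CV 0.136 (M48h), 0.0766 (C24h), 0.231 (C48h) and 0.0900 (v.3). There were 7282 probes over the CV threshold, 1225 over it in 2 conditions, 6057 rejected, 518 CDS rejected on CV and 1295 deficient CDS.

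With only probes well above background, 1739 probes were over the CV threshold, 67 in 2 conditions, and 1672 were rejected, partly because fewer probes enter. With n in the SD, which lowers each CV by construction, the medians were 0.142 (C24h) and 0.119 (C48h), and 0.0760 for the reference on C24h arrays. The counts were then 2292 over the threshold, 111 in 2 conditions, 2181 rejected and 133 CDS. A CV threshold of 0.5 gave 10409, 1394, 9015 and 881, with 1794 deficient CDS, and a threshold of 1 gave 1492, 64, 1428 and 77.

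With C24h replicate 28 and C48h replicate 16 exchanged, median Cy3 CVs were 0.238 (C24h) and 0.215 (C48h), the reference CV 0.143 (C24h), and the counts 6574 over the threshold, 836 in 2 conditions, 5738 rejected, 608 CDS and 1312 deficient CDS. The exchange gave 40 probes between the strains at C24h, and 1 probe, higher in C48h, between C48h and C24h (100% higher against 50.6%). With both left out the C24h median was 0.137, and 41 and 61 probes differed between the strains at C24h and C48h, with 3 arrays per condition.

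For SSR and SBR, either ratio under its threshold gave 6133 probes, 715 CDS and 1539 deficient CDS, and the SD given by the software 6125, 712 and 1539. Plain signal over SD gave 0 probes, 0 CDS and 391 deficient CDS, and failing in all 6 samples 90 CDS. M_array alone rejected 674 probes and 0 CDS, with 492 deficient CDS, and the interquartile range over probe medians 0 CDS. For v.3, 1 spot per array gave a median CV of 0.0347 and the 4 spots within 1 array 0.0383. Grouping v.2 arrays by slide gave a v.2 to v.3 ratio of 3.50.

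Between mating types, the series tables gave 7 probes at M24h (14.3% higher in mat+), 1 at M48h and 296 at M96h (41.9%), and 41.7% with a higher difference in the interaction. Quantile normalized Cy3 signals gave 9 at M24h (11.1%) and 1 at M48h. Slide as a fixed block gave 13 at M24h (7.69%) and 9 between the strains at C48h. Fits of only the arrays compared, with fewer arrays for the spread, gave in limma 0 at M24h (2492 at an unadjusted p under 0.05), 2 at M96h (100%), 22 at C24h, 7 at C48h and 6 in the interaction (33.3%). Probes well above background gave 1 at M48h, and 37.0% higher in mat+ at M24h.

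A minimum of 2-fold, which by construction lowers the counts, gave 8206 probes between M48h and M24h (65.9% higher, against 40.8%), 6323 between C24h and M96h (42.9% against 56.9%) and 6451 between C48h and C24h. In the M48h to M24h comparison the median of all probes was shifted by -0.15. For genomic DNA a threshold of 4-fold gave 0 probes, 0 of them higher in S, and one of 1.5-fold gave 1 higher in s.

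Leaving out 1 array gave these ranges. Median Cy3 CVs were 0.177 (without M24h replicate 42) to 0.258 in M24h, 0.0925 (without M48h replicate 12) to 0.142 in M48h, 0.137 (without C24h replicate 28) to 0.163 in C24h and 0.120 (without C48h replicate 19) to 0.138 in C48h. Reference CVs were 0.104 (without M24h replicate 42) to 0.207 for M24h, 0.0519 (without M48h replicate 12) to 0.0835 for M48h, 0.0756 (without C24h replicate 47) to 0.0914 for C24h and 0.0392 to 0.0482 for v.3. Probes over the CV threshold were 518 (without M96h replicate 46) to 2021 at M96h and 411 (without C24h replicate 28) to 965 at C24h. Without M96h replicate 46 the M96h share was 19.2% and 116 CDS were rejected on CV, and the highest values were 50.3% and 294. CDS rejected on M_probe and M_array were 0 without any 1 of the 20 arrays.

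Probes between mating types were 12 (without M24h replicate 8) to 248 (without M24h replicate 42) at M24h, with 244 without replicate 7, and 0 to 5 at M48h (1983 at an unadjusted p under 0.05 with all arrays). They were 79 (without M96h replicate 32) to 7029 (without M96h replicate 33) at M96h, and 39 to 4001 in the interaction, without the same arrays. Between the strains they were 40 to 58 at C24h and 11 to 59 at C48h, without C48h replicates 19 and 16. The array left alone in its group is assumed to vary like the others.

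The descriptions number the arrays of M24h, M48h and M96h from 1 to 4. With these numbers as a replicate block, 21251 probes differed between M48h and M24h, against 21469 in the same fit without the block and 23396 with all arrays. The numbers do not pair samples, since arrays of 1 number had mean correlations of 0.0404, 0.118, 0.0428 and 0.00764 after the condition means were removed, with a lowest value of -0.0727, and arrays of different numbers -0.0168.

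Signal over background limits the dim probes. At M96h, 60.0% of the probes over the CV threshold were well above background on all 4 arrays, against 83.8% of all probes.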

Differences from the paper's values

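No test in this part was chosen after the result was seen, and alternatives named here were set before the data were examined. A value is given as different when it is more than 1.5 times the paper's or the reverse, and apart by more than its spread.

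For probes rejected on CV, the paper's value is 900 and the value here 3321. In the paper, experts looked for biological causes of a high CV before a probe was rejected, a step not repeated here for probes or CDS. All alternatives differ from the paper's value as well, the closest being a CV threshold of 1 (1428) and probes well above background only (1672). For CDS with all probes rejected on CV, the paper's value is 125 and the value here 232. With n in the SD (133) and with only probes well above background (179) the value was within 1.5 times the paper's. With 1 array left out it ran from 116 (without M96h replicate 46) to 294. The values differ under scaling, normexp and loess, no dye normalization, outlying features left out, the arrays of conflicting description left out or exchanged, and CV thresholds of 0.5 and 1.

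For CDS with all probes rejected on M_probe and M_array, the paper's value is 140 and the value here 1, and under every alternative it was 0 or 1. For the share of probes over the CV threshold that are over it at M96h, the paper's value is 92% and the value here 41.7%. The paper's share is of the probes it rejected on CV, after expert supervision. The share here is of all probes over the threshold, with the retained probes included, so the values are not of the same set. All alternatives differ, the highest being no dye normalization with 57.8%.

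For probes over the CV threshold in 2 of M96h, C24h and C48h, the paper's value is 27 and the value here 221. All alternatives differ, the closest being normexp and loess with 47, a CV threshold of 1 with 64 and bright probes with 67. For the CDS of those probes the paper's value is 9 and the value here 169, and 16 CDS had 3 or more such probes. No alternative was run for this count of CDS.

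For the probes of CDS with fewer than 3 probes, the paper's value is 223 and the value here 115, counted in the array design without alternatives. For the median Cy3 CV of M24h, the paper's value is 0.13 and the value here 0.236. With the arrays scaled to equal median signal (0.177) the value was higher than the paper's but within 1.5 times it. With 1 array left out it ran from 0.177 (without M24h replicate 42) to 0.258. The values differ under normexp and loess, no dye normalization, outlying features left out, bright probes only and n in the SD.

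In the paper's figure legend the reference CV on v.2 is highest on the M96h arrays. Here it was highest on the M24h arrays, at 0.177, with 0.123 on the M96h arrays, and without M24h replicate 42 it was 0.104 on the M24h arrays, below M96h.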

Other observations

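The test of leaving out M96h replicate 46 and the comparison of the cross arrays with the M96h mating types were chosen only after the result was seen.

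Of the 5 conditions, M96h had the highest median CV and the most probes over the CV threshold with the processed signals. With normexp and loess M24h was above it, with a median of 0.398 and 12528 probes against 0.262 and 994. Variation shared with the reference RNA is argued against as the whole source, since the reference CV on the M96h arrays was 0.123 (standard error 0.0458), against 0.254 (standard error 0.0478) for the condition signal. The reference CV of M24h was higher, at 0.177, but 0.104 without M24h replicate 42, so the order of these conditions in the reference rests on 1 array. Unequal overall signal is argued against, with 1508 M96h probes over the threshold after scaling and 1083 in M24h. Dim probes are argued against, with 885 M96h probes over the threshold among bright probes and 348 in M24h. A difference between mating types is argued against as the whole source, since 82.9% of the M96h probes over the threshold were over it within a mating type too, and 5.42% were called between mat+ and mat-. Without replicate 46, 518 M96h probes were over the threshold, fewer than in M24h, so this single array may account for the ranking of M96h. The paper takes a high CV as likely biological only for the probes it retains, those with a high CV in 2 of M96h, C24h and C48h, and rejects the other probes of high CV. Whether replicate 46 differs for a biological reason was not settled.

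The reference CV was lower on v.3 than on v.2. Selection of reproducible probes is argued against, since on v.2 the probes not carried to v.3 exceeded those carried by at most 0.00453 in median reference CV. The placement of the v.3 arrays on 1 slide is argued against as the whole source, since the lowest v.2 slide had 0.106. After scaling, the lowest v.2 slide had 0.0524 and v.3 had 0.0391, and over the probes in both versions the ratio by slide was 1.60. Unequal overall signal between v.2 arrays is argued against as the whole source, since the ratio after scaling was 1.41, down from 1.90, so it may account for part. With 1 spot per array, as on v.2, the v.3 value was 0.0347. The order did not hold under every alternative. Without dye normalization the v.3 value was 0.0900, above the 0.0766 of the C24h arrays on v.2.

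The share of probes rejected on M_probe and M_array was near that of random sets. In 20 draws, sets of 4 probes from different CDS had 50.0% rejected, against 47.4% for the real CDS with 4 probes. For 4 probes with separated signals the rule rejects the outer 2 by construction, so the random sets were bound to lie near this share. In 9327 of the 10531 CDS with 4 probes, 2 were rejected on M_probe. Most of this share thus follows from the rule and does not measure the agreement of the probes.

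The descriptions of C24h replicate 28 and C48h replicate 16 give another time point. An exchange is argued against, since the higher of their correlations with the other condition was 0.629 and those with their own were 0.911 and 0.966.

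Between M48h and M24h, limma called 23396 probes, 9549 higher and 13847 lower at M48h. Among the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many, and the next gave 35, so chance is excluded at this level. Pa_2_7920 (log2 5.86), Pa_2_7880 (5.73) and Pa_4_70 (5.68) had the largest rises among CDS with all probes called, and Pa_2_4820 (-4.70), Pa_1_15240 (-3.63) and Pa_2_4180 (-3.48) the largest falls, with adjusted p of at most 0.00032.

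Between C24h and M96h, 19314 probes were called, 10996 higher and 8318 lower at C24h, and 22613 without M96h replicate 46. Of 35 splits only 1, the real one, gave as many. The next, with 7510 to 10593, were those that exchanged M96h replicate 46 with 1 C24h array. Every further split gave at most 68. By the paper, C24h cultures are also older than M96h cultures and grew on another support, where the labels give cheesecloth for both. Crossing was not separated from these. Pa_1_20870 (5.40) and Pa_2_gid_CGNC_400 (5.11) were higher, and Pa_6_gid_CGNC_70, dim at M96h, was at least 4.79-fold higher. Pa_4_3820 (-5.58) and Pa_3_2920 (-5.28) were lower, and Pa_3_780 was at least 3.36-fold lower on the 2 probes dim at C24h.

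Between C48h and C24h, 15668 probes were called, 7923 higher and 7745 lower at C48h. Of 35 splits only 1, the real one, gave as many, and the next gave 1. Pa_3_820 (6.55), Pa_1_23870 (6.00) and Pa_6_6990 (5.93) were higher, Pa_6_9560 (-5.11) and Pa_7_4770 (-3.61) lower, and Pa_2_14190, dim at C48h on 2 probes, was called lower in all 4 probes. SMR1 and SMR2, each dim at C24h on 2 probes, were called higher in all 4 probes.

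The mating type of the female strain in the crosses was left open, because the labels conflict. The 4 CDS given here are among those called between mat+ and mat- at M96h, and not all such CDS separate the cross arrays at C48h. FMR1 and Pa_4_1380 each had 4 of 4 probes called between the pairs at C24h. At C48h both had 0 probes called, and FMR1 lay between -0.66 and 0.25 on the 4 arrays there. For Pa_2_2310, -8.23 and -8.06 in mat- at M96h and 1.39 and 2.13 in mat+, the values at C24h were -5.37 and -5.64 on replicates 28 and 45 and 3.06 and 2.17 on replicates 47 and 44. At C48h they were -7.08 and -7.54 on replicates 16 and 19 and 0.33 and -0.17 on replicates 15 and 20. Pa_1_8290, Pa_7_4100 and Pa_1_24410 placed replicates 28, 45, 16 and 19 on the side of the mat- arrays as well. A reading of these values as mating type assumes that the M96h difference persists in the crosses, and no direction is given for the pairs.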
